A study of Mus musculus with 2 samples. Its data were reported in "MicroRNA-205 promotes hair regeneration by modulating mechanical properties of hair follicle stem cells" (2023).

How the data were processed

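Back skin of 1 control mouse and 1 miR-205-inducible mouse was analysed by single-cell RNA-seq at postnatal day 53, with 1 10x Genomics library per mouse. Per the labels, doxycycline chow was given for 4 days from postnatal day 49, and cells were sorted on surface proteins and a nuclear green fluorescent reporter so that epidermal, hair follicle and dermal cells entered at 3:5:2. The extraction protocol and the study's methods say that both mice received doxycycline, whereas the sample characteristics call the control untreated. Each library aimed at about 5000 cells.

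The authors counted unique molecular identifiers (UMIs) per gene and barcode with Cell Ranger and deposited raw counts, which are whole numbers without normalization. The genome build used to count the single-cell reads is not given in the sources used here. The control library held 4545 barcodes and 55465594 UMIs, and the induced library held 4264 barcodes and 49733560 UMIs. The feature table held 36 repeated gene symbols, so genes were handled by identifier.

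Cells were kept by the filter that the study states, with more than 200 and fewer than 5000 detected genes and less than 10% mitochondrial UMIs. Doublets were not removed in the main analysis. Scrublet, run in scanpy 1.11.5, set an automatic threshold that marked 4 barcodes in each library and was not used. An alternative left out the highest-scoring 164 control and 145 induced barcodes, a number set from an expected rate of 0.8% per 1000 cells. Both libraries were integrated with Seurat 5.3.0 in R 4.3.3, using 2000 variable genes, 30 dimensions and Louvain clustering at resolution 0.8. Every gene on a list reported as a result was withheld from the variable genes, so that no cluster was defined by it. A cluster was named from markers fixed before the data were examined. The naming rule itself was set afterwards. It required at least 3 markers with at least 20 UMIs raised at least 2-fold, at least 1 marker among the top 10 genes, and no other class with more markers there. Clusters that failed the rule stayed unnamed and are referred to by number. The hair germ comparisons fixed in advance were made on the cluster with the highest mean log2 fold over hair germ markers, which was cluster 6.

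Counts were summed per population and library and scaled to the population total as CPM. Log2 ratios are induced over control with a pseudocount of 0.5 UMIs, for genes with at least 20 UMIs over both libraries. Values of single genes are ratios of CPM with exact Poisson intervals, and shares of cells carry exact Clopper-Pearson intervals, all at 95%. A share of 0 is given with the limit that 3 counts of the total allow. Intervals on list medians come from order statistics over the genes of the list. These intervals cover counting error or the spread among genes only. With 1 library per group there was no test of the treatment, and no spread between animals was measured. Each list median was placed among 10000 random lists of the same size drawn from 20 bins of mean expression, which describes these libraries and is not a test.

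The gene lists were fixed before the data were examined. The CLIP list holds genes of adhesion and cytoskeleton categories that the study captured ligated to miR-205, with 109 of 111 matched to the features. The actin list holds 81 genes of the actin cytoskeleton and replaces the ontology term used in the study, which was not used here. In all, 15 genes are on both lists. Shorter lists covered WNT, FGF and YAP responses, cell cycle phases, dissociation stress and sex. Named genes were the 6 targets that the study's text names, the 5 highest and 5 lowest log2 ratios in each population among genes with at least 200 UMIs (3512 genes in HF-SC-like cells and 2732 in cluster 6, without mitochondrial, ribosomal, haemoglobin and marker genes), Mki67 and Top2a, sex genes, the miR-205 host transcript, and stress genes with a log2 ratio beyond 1.

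Actin scores were computed per cell with Seurat's AddModuleScore (24 bins, 100 control genes) after thinning each cell to 5000 UMIs, which left out 304 control and 328 induced cells with fewer. Shares of cells with an Mki67 or Top2a UMI used the same thinned cells. For the miR-205 seed, genes with the 7-base complement ATGAAGG in the longest annotated 3′ UTR were compared with genes lacking it in 5 bins of UTR length by 5 bins of expression. The difference was ranked among the other 139 7-mers of the same base composition. UTRs and coordinates were taken from a reference annotation on build NCBIM37.

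The method was tested on counts simulated from HF-SC-like means over 9537 genes, 1 library against 1. All 200 genes changed by a log2 of 1 were recovered with the right sign, and the intervals held the true value for 97% of them. These genes were drawn from those with at least 200 UMIs expected over both libraries, where the right sign was close to assured. Single genes with fewer UMIs or smaller changes were not covered. Of 1000 unchanged lists, 5.7% fell at or below the 5th percentile and 6.2% at or above the 95th. The simulation had Poisson noise only, so it says nothing about differences between mice. Alternatives to the cell filter, doublets, integration, resolution, variable genes, scaling, gene filter, weighting of cells, score and seed site were fixed before the data were examined. For these, the cluster matching a population was the one or ones with most of their shared cells in it, a rule set after the data were examined.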

Results

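To ask how raised miR-205 alters the skin transcriptome before hair growth becomes visible, the study profiled dissociated back skin from a control mouse and from a mouse carrying inducible miR-205, a microRNA of skin epithelium. There was 1 library per group, so every comparison below sets 1 library against 1 and has no replicate check. The filter kept 3936 control cells (86.6% of barcodes) and 3628 induced cells (85.1%). Median depth was 12198.5 UMIs per control cell and 11752.5 per induced cell. Restricting to under 5% mitochondrial UMIs moved these counts most, leaving 2046 control and 1846 induced cells.

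Clustering gave 23 clusters, of which 15 met the marker rule. Cluster 3 was hair follicle stem cell-like (HF-SC-like), with Krt24 and Cd34 among its top genes and 1 inner bulge marker, Krt6a. No cluster met the rule for hair germ (HG), the progenitor compartment below the bulge. Cluster 6 came closest, with 3 hair germ markers raised and Lgr5 among its top genes, but it also had the smooth muscle markers Tagln and Acta2 there and is reported by number. Acta2 in this cluster came from few cells, with 7 of 209 induced cells holding all 444 UMIs. In the sorted 3:5:2 mix, HF-SC-like cells made up 8.82% of control cells (95% interval 7.95 to 9.75) and 9.51% of induced cells (8.57 to 10.5), a difference of 0.693 percentage points (−0.607 to 2.00). Cluster 6 made up 5.23% (4.56 to 5.98) and 5.76% (5.02 to 6.57), a difference of 0.527 percentage points (−0.501 to 1.56). Neither difference exceeded counting error, and both changed sign at under 5% mitochondrial UMIs, to −0.387 and −0.289.

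The study names 6 cytoskeletal and adhesion genes as direct miR-205 targets. In HF-SC-like cells all 6 were lower in the induced library. Actb (ENSMUSG00000029580) went from 9125 CPM (9024 to 9227) to 6029.97 CPM (5948 to 6113), a log2 ratio of −0.60. Actn4 (ENSMUSG00000054808) had a log2 ratio of −0.54 (−0.66 to −0.42), from 1360 UMIs in control to 944 in induced cells. The log2 ratio was −0.42 (−0.56 to −0.29) for Rock2 (ENSMUSG00000020580), −0.33 (−0.45 to −0.20) for Ctnna1 (ENSMUSG00000037815), −0.33 (−0.62 to −0.04) for Piezo1 (ENSMUSG00000014444) and −0.20 (−0.31 to −0.09) for Actn1 (ENSMUSG00000015143). In cluster 6 the log2 ratios were −0.60 for Piezo1 (−1.03 to −0.17), −0.50 for Actn4 (−0.65 to −0.36), −0.47 for Actn1 (−0.61 to −0.33), −0.38 for Actb (−0.41 to −0.34) and −0.32 for Rock2 (−0.47 to −0.16). Ctnna1 did not differ beyond counting error there, at −0.06 (−0.23 to 0.11). The alternative that moved a target most was under 5% mitochondrial UMIs, which brought Piezo1 in cluster 6 to −0.22.

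**Figure D1:**
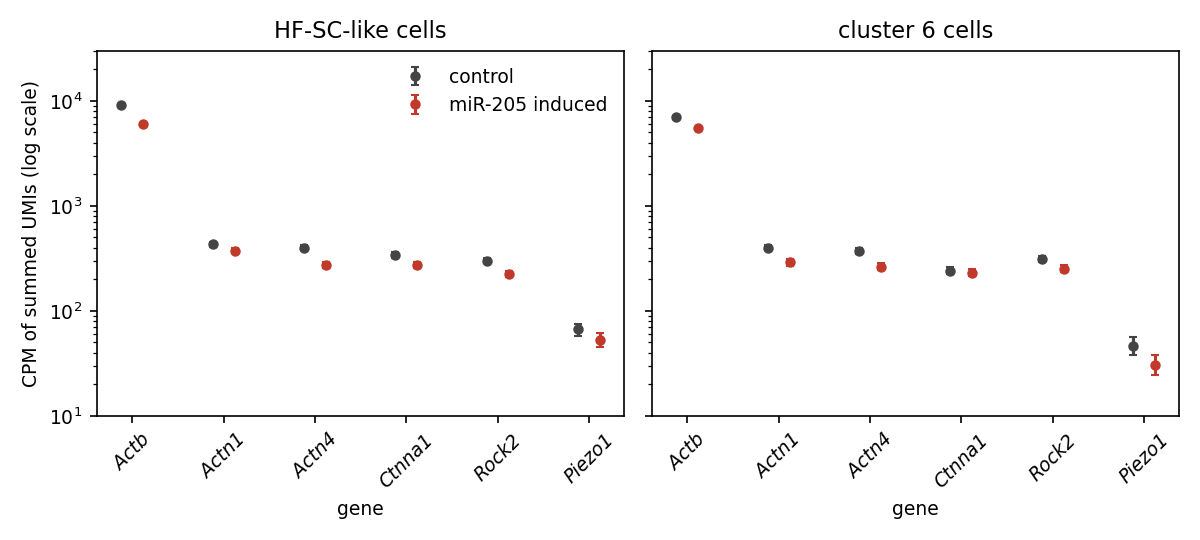
CPM of summed UMIs (log axis) for the 6 named targets in HF-SC-like cells (left) and cluster 6 (right), with points for the control and induced libraries and bars for 95% exact Poisson intervals, which cover counting error only. Actb was the most abundant in both populations, at 9125 CPM in control and 6029.97 CPM in induced HF-SC-like cells.

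A perfect 7-base match to the miR-205 seed, ATGAAGG, lay in the longest annotated 3′ UTR of 3 of the 6 targets on build NCBIM37. The Actb site was on chromosome 5, minus strand, 143664896 to 143664902, in the sequence CCCCAACTTGATGTATGAAGGCTTTGGTC. The Rock2 site was on chromosome 12, plus strand, 16995070 to 16995076, in AATACATTGAAGAGATGAAGGCAGA. The Piezo1 site was on chromosome 8, minus strand, 125009761 to 125009767, in AGTTTCGGGAGAGAATGAAGGCAGCTGGG. The annotated UTRs of Actn1, Actn4 and Ctnna1 held no such match, but shorter or imperfect sites were not searched. The study captured its targets by ligation to miR-205, and of the 109 matched CLIP list genes 28 held the 7-base site.

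To see whether the decrease extended beyond these genes, gene-list medians were compared. In HF-SC-like cells the CLIP list had a median log2 ratio of −0.10 (−0.21 to −0.05) over 99 genes, of which 66 were lower, beside a median of 0.09 for all 9538 tested genes. None of the 10000 matched random lists had a median as low. The actin list had a median of −0.20 (−0.33 to −0.09) over 79 genes, of which 58 were lower, again below all 10000 random lists. A median-of-ratios size factor moved these values most, to −0.19 and −0.29. In cluster 6 the CLIP list median was −0.10 (−0.19 to −0.02) over 103 genes, at the 3.86th percentile of its random lists. This percentile rose to 5.24 when at least 100 UMIs were required. The actin list median there was −0.18 (−0.26 to −0.09), at the 0.27th percentile, beside 0.03 for all genes. Other epithelial populations varied. The actin list median was −0.24 in cluster 14 and −0.19 in cluster 19, both sebaceous gland-like, −0.20 in cycling-like cells and −0.06 in upper HF-like cells. The CLIP list median was −0.13, −0.15, −0.14 and 0.01 in the same order, the last at the 46.6th percentile. The upper HF-like actin value, though small, lay at the 0.11th percentile of its random lists. The actin list median was also −0.14 in IFE suprabasal-like cells (0.05th percentile) and −0.07 in IFE basal-like cells (2.36th), against −0.03 in inner bulge-like cells (19.5th). In dermal papilla-like cells the CLIP list median was −0.01 (−0.11 to 0.09), a value that changed sign under 3 alternatives besides those that rescale all genes alike, and the actin list median was 0.03 (−0.08 to 0.11). Over the named classes outside the epithelium the CLIP list median was 0.06 and the actin list median 0.18, above all 10000 random lists, in a pool whose mix of clusters differed between the libraries. The difference between epithelial and other classes was not tested.

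**Figure D2:**
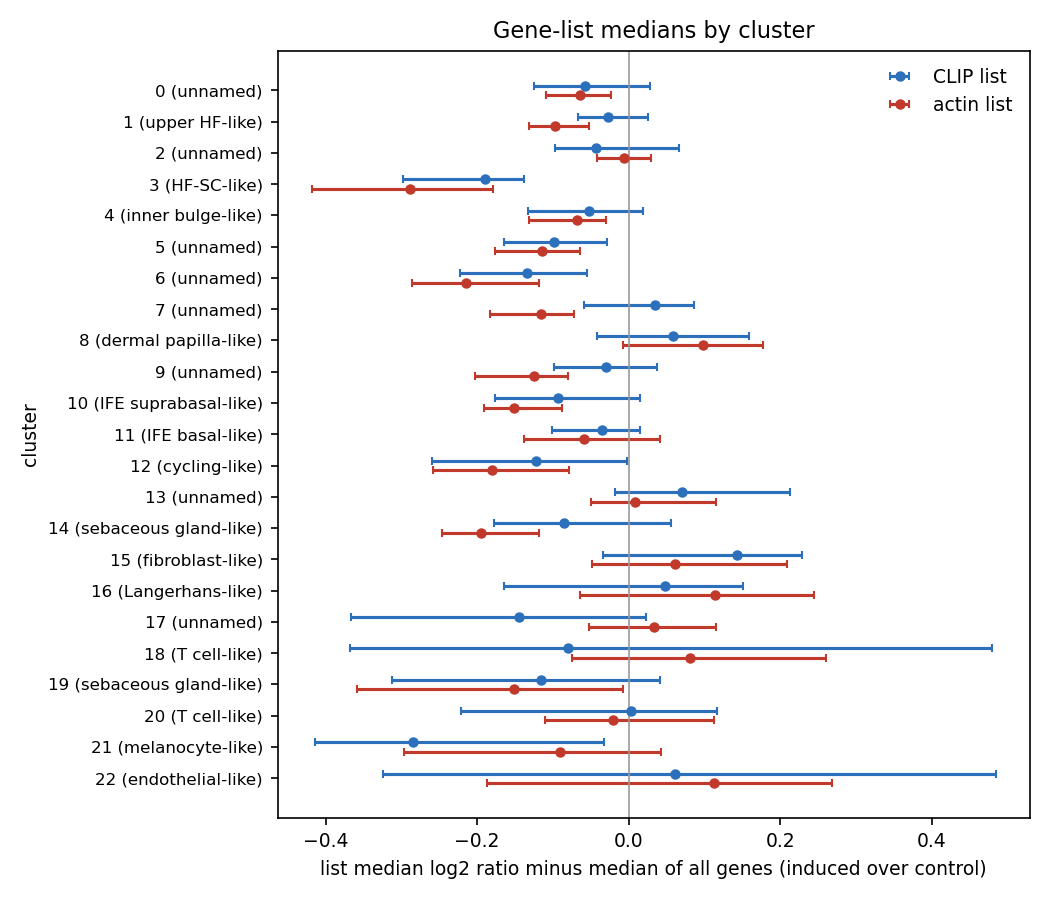
Median log2 ratio (induced over control) of the CLIP list and the actin list minus the median of all tested genes, for each of the 23 clusters, with bars for the 95% order-statistic interval of the list median over its genes. Cluster 3 (HF-SC-like) had the lowest actin list value, −0.29 after subtraction.

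The actin score summarised the same genes per cell. In HF-SC-like cells thinned to 5000 UMIs the mean score was 0.450 (SD 0.163 over cells) in control and 0.352 (SD 0.115) in induced cells, a difference of −0.0978, with 24 and 14 shallower cells left out. Without thinning the difference was −0.101. In cluster 6 the mean was 0.381 (SD 0.162) in control and 0.312 (SD 0.181) in induced cells, a difference of −0.0681 (−0.0815 unthinned), with 8 and 4 cells left out. The sebaceous gland-like class spans clusters 14 and 19 in proportions that differed between the libraries, with differences of −0.0722 (−0.0684 unthinned, 1 and 1 cells left out) in cluster 14 and −0.0227 (−0.0114 unthinned, 7 and 8 left out) in cluster 19. The IFE basal-like difference was −0.0270 (−0.0218 unthinned, 2 and 6 left out). In dermal papilla-like cells the difference was −0.00377 thinned and 0.0201 unthinned, so its sign depended on thinning. Thinning also left out 89 and 83 of these cells, so depth and the choice of cells were not separated. Of the 18 clusters with at least 20 thinned cells per library, 13 scored lower in the induced library and 5 higher. Among the higher ones, the unthinned differences were −9.55e-05 in cluster 2 and −0.0161 in cluster 17, against 0.00414 and 0.0121 thinned. In control, the HF-SC-like score exceeded that of cluster 6 by 0.0695. The HF-SC-like score ranked 3rd among the 18 clusters, below the highest, cluster 9, at 0.460. Without thinning, cluster 17 fell from 0.459 to 0.418 in control, below the HF-SC-like score of 0.468.

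The seed was then read across the transcriptome, without a list chosen by the study. In HF-SC-like cells 1116 genes with the 7-base site had a median log2 ratio −0.03 (−0.05 to −0.01) relative to matched genes, the 6th lowest of 140 7-mers of the same composition. In cluster 6 the difference was −0.01 (−0.04 to 0.02) over 1045 genes, ranking 52nd. The site ranked 33rd in dermal papilla-like cells. Other epithelial classes went both ways. The site ranked 11th in cycling-like and 14th in IFE basal-like cells, but 53rd in inner bulge-like, 78th in IFE suprabasal-like and 101st in upper HF-like cells. At under 5% mitochondrial UMIs the HF-SC-like difference moved most, to −0.0761.

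**Figure D3:**
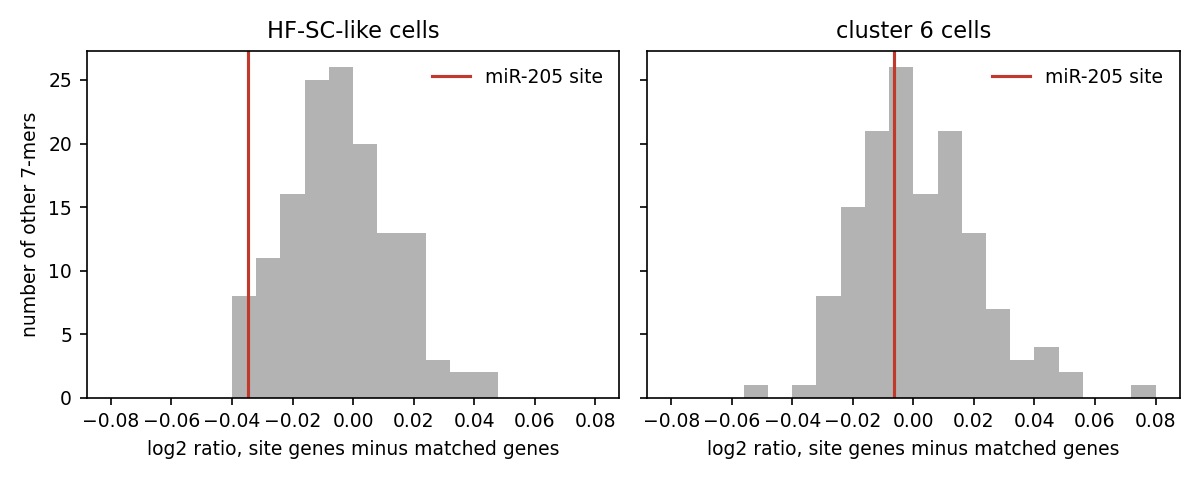
Histograms of the median log2 ratio of genes carrying each of 139 other 7-mers in the 3′ UTR minus matched genes without it, in HF-SC-like cells (left) and cluster 6 (right), with a line at the miR-205 site. The site lay at −0.03 in HF-SC-like cells, the 6th lowest value, and near the middle in cluster 6.

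Because the study followed cell cycle entry in the hair germ, Mki67 was counted in cluster 6. After thinning, 0 of 198 control cells had an Mki67 UMI, which allows a share of up to 1.52% (3 counts of the total), against 12 induced cells (5.85% of those thinned, 3.06 to 10.0), with 8 and 4 shallower cells left out. Unthinned shares were 2.43% (0.793 to 5.57) and 9.09% (5.56 to 13.8). As a background, thinned inner bulge-like cells gave 0 of 150 (up to 2.0%) and 0 of 344 (up to 0.872%). Median depth was 11003 and 12012 UMIs in cluster 6 and 7851 and 7628 UMIs in the inner bulge-like class. Summed Mki67 UMIs in cluster 6 were 6 in control and 38 in induced cells, a log2 ratio of 2.47 (1.22 to 4.00). Top2a did not follow, with 11 UMIs in control and 7 in induced cells. Thinned Top2a shares were 2.02% (0.553 to 5.09) and 0.488% (0.0123 to 2.69). The unthinned Top2a shares were 2.91% and 1.91%, and thinned inner bulge-like cells gave 0 of 150 (up to 2.0%) and 0.291%. The G2M and S phase lists together had a median log2 ratio of −0.12 (−0.28 to 0.15) over 51 genes, the 1.66th percentile, which changed sign to 0.0323 at under 5% mitochondrial UMIs.

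Shorter lists addressed signalling responses. In cluster 6 the WNT response median was −0.09 over 9 genes (24.1th percentile), the FGF response median −0.02 over 9 genes (42.7th percentile) and the YAP response median 0.01 over 12 genes (51.2th percentile), none apart from random lists, and each changed sign under at least 1 alternative. In HF-SC-like cells these medians were 0.06 over 7 genes (35.1th percentile), −0.19 over 8 genes (4.18th percentile) and −0.20 over 12 genes (1.17th percentile), and the WNT value changed sign with the mean over cells of CPM. Their gene-level intervals included 0 in both populations. The HF-SC-like YAP median kept its sign but shrank to −0.03 at under 5% mitochondrial UMIs and to −0.04 at 100 UMIs or more.

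Among single genes in HF-SC-like cells, the lowest log2 ratios were those of Ifi202b (−2.64, −3.15 to −2.16), Plaur (−2.12), Cxcl1 (−1.95), Myadm (−1.94, −2.13 to −1.75) and Trim59 (−1.92). In control, 5 cells held 80.5% of the Cxcl1 UMIs and 56.5% of those of Ifi202b, and Cxcl1 moved to −0.81 at under 5% mitochondrial UMIs. The highest were Gm8797 (4.79, 4.52 to 5.07), Aldh3a1 (3.11, 2.45 to 3.84, from 21 control UMIs), Stmn1 (1.88), Nppb (1.77, with 93.6% of control and 92.0% of induced UMIs in 5 cells) and Camk2n1 (1.58). In cluster 6 the lowest were Ptgs2 (−2.23), Serpinb2 (−2.03), Ccl2 (−1.76), Eva1a (−1.71) and Fst (−1.70). The top 5 control cells held 74.4% of the Ptgs2 UMIs and 61.2% of those of Serpinb2. Ptgs2 moved to −0.89 at under 5% mitochondrial UMIs and to −1.56 with result genes kept among the variable genes. Ccl2 rested on 5 control cells with 91.7% of its UMIs, and its log2 ratio was −0.09 without the highest-scoring doublets. Slpi had 0 UMIs in control and 210 in 5 induced cells, at least 61.3-fold higher against a floor of 3 counts over the control cells. Gm8797 (4.07), Nupr1 (2.66), Ifi27l2a (2.52) and Bgn (2.02) followed, the control value of Ifi27l2a resting on 30 UMIs. At under 5% mitochondrial UMIs, Camk2n1 in HF-SC-like cells moved to 0.92, Nppb to 3.62, Trim59 to −2.33 and Actn1 to −0.08, and in cluster 6 Actn1 moved to −0.65, Actb to −0.29, Fst to −2.71, Eva1a to −2.21, Gm8797 to 3.51, Ifi27l2a to 3.18, Bgn to 3.38 and Nupr1 to 3.95, each with the same sign. Socs3 was the only stress gene with a log2 ratio beyond 1, at 1.44 in HF-SC-like cells and 1.19 in cluster 6. Of the genes lowest in cluster 6, Serpinb2, Ccl2 and Fst were among the top genes of clusters 0, 9 and 5. Ifi202b, lowest in HF-SC-like cells, was among those of cluster 0. Cluster 0 fell from 15.1% of control to 10.2% of induced cells. Cluster 9 fell from 5.46% to 3.42% and cluster 5 from 9.04% to 4.91%. Whether cells or RNA from these clusters produced the low ratios was not tested. Aldh3a1 went the other way, rising in HF-SC-like cells although cluster 2, with Aldh3a1 among its top genes, fell from 11.0% to 8.21%.

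The host transcript of miR-205, 4631405K08Rik, had a log2 ratio of −0.65 (−0.83 to −0.47) in HF-SC-like cells, −0.15 (−0.39 to 0.10) in cluster 6 and 0.04 (−0.02 to 0.09) over all kept cells. At under 5% mitochondrial UMIs it moved to −0.43 in HF-SC-like cells and changed sign to 0.28 in cluster 6. This transcript measures neither the mature microRNA nor the transgene, so the induction itself was not checked by these data. Xist, the RNA of the inactive X chromosome, had a log2 ratio of −0.02 over all cells, and the 4 Y-linked genes counted held 3 UMIs in control and 0 in induced cells.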

Values the study reported

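The study reported that miR-205 rose by about 1.8-fold in sorted HF-SCs 2 d after induction. It reported Ki67-positive hair germ cells in about 20% of follicles 4 d after induction, and in nearly 100% of follicles by 5 d. About 5,000 cells were targeted per single-cell sample.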

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

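The alternatives were fixed before the data were examined, while the rule that matched clusters between settings was set afterwards. Of 585 values recomputed for 64 results, 535 stayed close to the main value, 29 moved further and 21 changed sign. Close means within the interval of the main value or, for cell and cluster counts and actin scores, which have none, within 1.5 times of it. The share of UMIs on actin genes has another unit than the score and was compared by sign alone. Several alternatives reuse nearly the same cells, so the close values are not independent checks. At resolution 0.5, 692 of 693 HF-SC-like cells were also in the main cluster. Wide intervals make closeness easy as well, as for the FGF response list in cluster 6 (−0.40 to 2.35). The CLIP and actin list medians kept their negative sign in HF-SC-like cells and cluster 6 under all 11 alternatives each, from −0.19 to −0.09 and from −0.29 to −0.19 in HF-SC-like cells and from −0.13 to −0.04 and from −0.23 to −0.13 in cluster 6. In these 2 populations the actin score differences also kept their sign, as did the Mki67 share difference in cluster 6.

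The filter at under 5% mitochondrial UMIs changed most. It kept 2046 control and 1846 induced cells and left 105 cells in the cluster matching cluster 6. It reversed the share differences to −0.387 percentage points for HF-SC-like cells and −0.289 for cluster 6, and the G2M and S list in cluster 6 to 0.0323. It moved the HF-SC-like seed difference to −0.0761 and the control actin score of HF-SC-like over cluster 6 cells to 0.117. In cluster 6 it also reversed 4631405K08Rik to 0.28, Top2a to 3.42, the FGF response list to 0.17 and the YAP response list to −0.0436, and in dermal papilla-like cells the CLIP list to 0.00859. The Top2a value rests on 5 UMIs. Slpi had 0 UMIs in both libraries in that setting and has no fold there. Fewer cells remain by construction; beyond that the cause was not tested.

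With the mean over cells of CPM, the sign changed for the seed difference in cluster 6 (7.61e-05), the WNT list in HF-SC-like cells (−0.16) and in cluster 6 (0.0846), the FGF list in cluster 6 (0.0712) and the CLIP list in dermal papilla-like cells (0.00163). Other totals shift all genes of a population alike, so the sign changes under them follow from that shift. With a median-of-ratios size factor the sign changed for the WNT list in HF-SC-like cells (−0.0313), the YAP list in cluster 6 (−0.0180) and the dermal papilla-like CLIP list (0.0405). Without mitochondrial and ribosomal totals it changed for the FGF list in cluster 6 (0.0331) and the dermal papilla-like CLIP list (0.0420), and at 100 UMIs or more for the latter alone (0.0188). Without the highest-scoring doublets it changed for the WNT (0.00195) and FGF (0.000963) lists in cluster 6. For the changes not due to scaling, the cause was not tested. Main values of these lists lie near 0, with gene-level intervals on both sides of it, so their sign was not determined.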

Other observations

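The tests of Gm8797 and Gm7324, of the cluster 18 and inner bulge-like shares and of Mki67 in cluster 6 were chosen only after the result was seen, as was the comparison of the stress list across classes; the others were planned before.

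The lower CLIP and actin lists in HF-SC-like cells and cluster 6 were weighed against technical causes. A shift of the whole library argues for equal shifts outside the epithelium, but there the actin list lay 0.115 above the median of all genes. That pool mixes clusters in different proportions in each library, yet the dermal papilla-like cluster alone gave 0.0983. Single clusters went both ways, and in the few melanocyte-like cells the actin list lay at −0.0911 and the CLIP list at −0.284. Depth per cell could not be judged by thinning. List medians come from sums scaled to the population total, so equal thinning of cells would leave them near their main values. The thinned actin list median was −0.184 in HF-SC-like cells and −0.136 in cluster 6. Median depth was 9702 UMIs in control and 9940 in induced HF-SC-like cells, and 11003 and 12012 in cluster 6. Sex of the animals was excluded by the Xist log2 ratio of −0.0177. Dissociation stress stays open as a candidate explanation for part of the pattern. The stress list rose in the same cells, with a median log2 ratio of 0.251 in HF-SC-like cells and 0.576 in cluster 6, both above all 10000 random lists, while it was −0.08 in dermal papilla-like cells. Its size depended on the settings, moving to 0.531 in HF-SC-like cells at under 5% mitochondrial UMIs and in cluster 6 to 0.732 without integration and 0.760 with result genes kept among the variable genes. Under 5% mitochondrial UMIs it was 0.278 in cluster 6, so the order of the 2 populations was not fixed, but it rose in both under all alternatives. Other classes went both ways. The stress list rose and the actin list fell in cycling-like cells (medians 0.377 and −0.20), cluster 7 (0.466 and −0.12) and IFE suprabasal-like cells (0.147 and −0.14). In inner bulge-like cells, by contrast, the stress list median was 0.387 and the actin list median −0.03 (19.5th percentile), and in fibroblast-like cells they were 0.546 and 0.126. The actin list also fell where no rise of the stress list was resolved, in sebaceous gland-like clusters 14 (stress 0.117, −0.222 to 0.338; actin −0.24) and 19 (stress −0.746, −1.23 to 0.123; actin −0.19). In endothelial-like cells (7 in control and 14 induced) the stress list fell by 0.731 and the actin list was at 0.135 (−0.165 to 0.291). Stress with the same effect in every class is therefore argued against. An effect of stress that differs between classes cannot be told apart from the induction, since both would differ between the same 2 mice. Direct targeting also stays open. Actin list genes also on the CLIP list lay −0.163 from the others in HF-SC-like cells and −0.0763 in cluster 6. These groups hold 15 and 64 genes, however, and their intervals overlap in both populations. The seed site ranked 6 of 140 in HF-SC-like cells and 52 in cluster 6, so it gave no clear answer. Differences between any 2 mice remain untested.

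Gm8797 was higher in all 23 clusters, with 1185 UMIs in control and 26862 in induced cells, and Gm7324 was lower in all 15 clusters where it was counted (1543 and 308 UMIs). They were the only genes beyond a log2 ratio of 1 in the same direction in at least 15 clusters, among 6017 considered, a rule chosen after their values were seen. Both may be pseudogenes, with reads shared with near-identical copies, which was not tested. Induction in Krt14-expressing cells is argued against, since the log2 ratios in the classes outside the epithelium were 4.44 for Gm8797 and −1.54 for Gm7324. RNA from epithelial cells does not account for this, because the level of Gm8797 there in the induced library was 163% (157 to 169) of that in the other clusters and that of Gm7324 in control 63.4% (46.2 to 85.1), whereas Krt14 reached 5.69% and 5.98%. The study states that its controls were littermates and that it processed both single-cell samples together on a shared chip. A remaining difference in strain background or alleles between the mice, or another library-wide cause, was not tested.

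T cell-like cluster 18 went from 8 cells (0.203%) in control to 60 cells (1.65%) in induced skin, a ratio of 8.14 (3.88 to 19.7), within a sort that sets the 3:5:2 mix. More dermal cells in the mix would raise other dermal classes alike. The ratio was 1.73 (1.39 to 2.16) for dermal papilla-like and 1.12 (0.773 to 1.63) for fibroblast-like cells, both below that of cluster 18. The other classes outside the epithelium together had a ratio of 1.40. That pool also holds classes that need not come from the dermal sort, such as Langerhans-like cells (0.960). T cell-like cluster 20 had a ratio of 1.05. A cluster mostly of 1 library may be that library and not a cell state, and the sort gates were not examined. Inner bulge-like cells rose from 4.24% to 10.5%, a ratio of 2.48 (2.06 to 2.99). More follicle cells in the mix would raise HF-SC-like cells as much, but their ratio was 1.08.

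Mki67 in induced cluster 6 was not explained by RNA from other cells. Of inner bulge-like cells, 0 of 344 had a UMI, which allows a share of up to 0.872%. Thinned induced HF-SC-like cells gave 2 of 331 (0.604%, 0.0733 to 2.17) and dermal papilla-like cells 0 of 137 (up to 2.19%). These limits lie below the lower end in induced cluster 6, 3.06%. In control, dermal papilla-like cells gave 1 of 49 (2.04%, 0.0517 to 10.9), too few cells to bound the share closely. Doublets with cycling cells were argued against as well. Of 19 induced cells with Mki67, 2 had a Top2a UMI (10.5%), against 73 of 75 (97.3%) in the cycling-like class. With Top2a and the phase lists not higher, these data do not show that the cells were cycling. An early entry into the cycle is a hypothesis left open. The study's value for Ki67 is a share of follicles with positive cells, whereas the share here is of cells in an unnamed cluster, so no direction is given.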
